A study of Mesocricetus auratus with 7 samples. Its data were reported in "Formation of spermatogonia and fertile oocytes in golden hamsters requires piRNAs" (2021).

How the data were processed

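RNA sequencing of fully grown germinal vesicle (GV) oocytes of the golden hamster (Mesocricetus auratus) was analysed in 7 libraries, each from an individual animal. GV oocytes are held in the first meiotic block, before maturation and ovulation. The libraries came from 2 wild-type (WT), 2 heterozygous (HET) and 3 homozygous mutant (KO) females for Mov10l1, the gene of an RNA helicase needed for the production of piRNAs, the small RNAs that guide PIWI proteins against retrotransposons. In the mutant allele, an exon encoding part of the helicase domain was deleted by genome editing. Genotype and replicate number were taken from the sample labels. The age of each animal was also labelled. The paper states that 2 oocyte libraries of low quality, outliers in its principal component analysis, were left out. Their genotypes are not given.

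The authors amplified cDNA from small pools of oocytes, sequenced the libraries as single-end reads and aligned them to the MesAur1.0 assembly with STAR. Reads were counted over Ensembl exons with featureCounts, without regard to strand. Reads with several alignments, or overlapping several genes, were divided between them, and the deposited values are therefore estimated counts that need not be whole. In the 7 libraries, 10.2 to 11.8% of values were not whole. Values for paralogues, overlapping genes and antisense genes are uncertain because of this division. Gene models for Piwil3 and Tex101 were added by the authors from RefSeq. Molecular identifiers were not used, so that reads copied during amplification were counted as separate reads and tests on counts cover amplification noise only through the spread between animals.

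The table held 22285 genes, of which 22283 were named by Ensembl identifier and 2 by symbol, and 15531 had a count in any library. Estimated counts were rounded to whole numbers for the tests. The count table does not pair Ensembl identifiers with symbols. The identifiers of Mov10l1 and Kif2a were taken from the study's published gene list, which was used for no other gene and from which no values were taken. Other genes are given by identifier, with no coordinates.

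Differential expression was tested with DESeq2 (version 1.42.0) in R (version 4.3.3) using its two-sided Wald test, median-of-ratios size factors, default independent filtering and default Cook's distance filter. A gene was called at a Benjamini-Hochberg adjusted p under 0.01. Log2 fold changes were not shrunken. The study's methods named DESeq2 and this threshold. All 7 libraries entered a common model with genotype as a factor, from which KO was compared with WT, KO with HET and HET with WT. A further model compared KO with WT and HET together. These comparisons, the alternatives and the rule for naming genes were fixed before the data were examined, except where an added alternative is named as such. The quasi-likelihood test of edgeR (version 4.0.16), with TMM scaling, was the principal alternative. Others changed the scaling, rounding, low-count filter, Cook's filter, thresholds, covariates, and the libraries that entered the fit.

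Genes were named by a rule: Mov10l1; Kif2a, which the study's text singles out; piRNA pathway genes with a known row; and those called in KO against WT for which all 3 KO libraries lay on the same side of all 4 WT and HET libraries, in order of adjusted p and with at most 2 identifiers in each direction. Besides Mov10l1 and Kif2a, 20 raised and 8 lowered genes met this last criterion. Tests of gene lists and of the scaffold carrying Mov10l1 had also been planned. They were not run, because symbols and coordinates for the identifiers were not used here. Retrotransposon reads and small RNAs were not analysed here.

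Total estimated counts ranged from 24242442 to 33956304 per library. A group was treated as undetected where every library had 3 counts or fewer, and folds against such a group are lower bounds that cover counting error only. The tests were checked on simulated data: 14980 genes were drawn with the means, dispersions and library sizes of the real libraries, and 200 genes with a mean of at least 100 normalised counts were changed by 2 on the log2 scale. DESeq2 found 154 of the 200 changed genes (77.0%) with 35 false calls, of which 12 had a mean of at least 100. edgeR found 95 (47.5%) with 1 false call. In 20 further simulations without any changed gene, the number of DESeq2 calls, their separation between groups and their overlap were recorded for each comparison. In 10 more such simulations, each KO library was left out in turn. Genes were drawn independently in all simulations, so that differences shared by many genes of a library were not built in. Numbers from the real libraries can exceed the simulated limits for that reason too. Plots were drawn with matplotlib.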

Results

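The transcriptomes of GV oocytes were compared between Mov10l1 WT (n = 2), HET (n = 2) and KO (n = 3) hamsters. KO females were sterile and HET females were fertile, and the comparisons addressed whether oocytes without intact MOV10L1 already differ in their mRNA before ovulation. WT libraries had 24242442 (WT 1) and 31434169 (WT 2) counts. HET libraries had 30208354 (HET 2) and 27916381 (HET 3) counts. KO libraries had 25960511 (KO 1), 33956304 (KO 2) and 27876035 (KO 3) counts. The number of genes with at least 10 counts lay between 9860 and 10585. The 20 most abundant genes took 16.2 to 24.7% of the counts in a library. WT 2 came from an animal of 17 weeks, whereas the other animals were 36 to 45 weeks old.

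Across the 7389 genes with a mean of at least 100 normalised counts, Pearson correlations of log2 counts between libraries of the same genotype were 0.896 to 0.946 (mean 0.917, 5 pairs). Those between genotypes were 0.882 to 0.938 (mean 0.909, 16 pairs). The correlations are across genes, which are not independent replicates. These ranges overlapped. By the chi-square per degree of freedom between counts, which also depends on depth, the 3 pairs of KO libraries (52.3, 67.3 and 72.9) lay below all pairs between genotypes (78.3 to 192), whereas the WT pair (98.8) and the HET pair (252) did not. In a principal component analysis of 500 genes, the first component held 30.7% of the variance. KO libraries scored 7.58, 2.54 and 3.08 on it, all above the WT libraries (−1.22 and −5.22) and the HET libraries (0.18 and −6.94). The authors had already removed outliers by such an analysis. The correlations and the separation are therefore not those of all libraries that were made.

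Mov10l1 (ENSMAUG00000003667) was examined first. Normalised read counts were 388 and 965 in WT, 468 and 500.5 in HET, and 135, 185 and 94.0 in KO. The means were 676 ± 408 (SD, n = 2) in WT, 484 ± 23.2 (SD, n = 2) in HET and 138 ± 45.4 (SD, n = 3) in KO. All KO libraries lay below all WT and HET libraries. KO reached 20.4% of the WT mean, with a log2 fold change of −2.29 (SE 0.513, DESeq2 adjusted p 0.00262). Between KO and HET the log2 fold change was −1.81 (SE 0.514) and did not pass the threshold (DESeq2 adjusted p 0.0856), and between HET and WT it was −0.48 (SE 0.559, DESeq2 adjusted p 0.909). Between KO and the WT and HET libraries together it was −2.07 (SE 0.427) and was called (DESeq2 adjusted p 0.000701). The size of the decrease against WT rested in part on WT 2. Without it the log2 fold change was −1.49, with a single WT library and no test. With age as a covariate it was −1.48 and not called (DESeq2 adjusted p 0.414). The decrease against WT was also not called by edgeR (adjusted p 0.465), or by DESeq2 without KO 1 (adjusted p 0.0262) or without KO 3 (adjusted p 0.0401).

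Between KO and WT oocytes, 63 of 12407 genes tested were called by DESeq2, with 51 raised and 12 lowered in KO. In 50 of the 63 genes (79.4%) all KO libraries lay on the same side of both WT libraries. Called genes are selected for such a difference, and in simulations with no changed gene the share among called genes was 69.1%. The mean was under 100 normalised counts in 31 of them (49.2%), and 26 rose from an undetected level in WT. In 10 genes (15.9%), at least 10 normalised counts were found in 1 library only. Of the 16 called genes with a mean of at least 1000, 13 were raised and 3 lowered. Without KO 1, 20 genes were called, without KO 2, 32 and without KO 3, 35. Without HET 2, 96 genes were called, and without HET 3, 92. HET libraries enter this comparison only through the scaling, the filtering and the dispersion, which is shared by all genotypes in the fit. The HET pair had the highest chi-square per degree of freedom of all pairs (252). In 20 simulations with no changed gene, DESeq2 called a median of 14 and at most 25 genes for this comparison. The choice of test moved the count most. edgeR called 1 gene out of 11220. An unadjusted p under 0.05 was found in 656 genes (5.85%), which is close to the share of 0.05 due without any change.

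**Figure D1:**
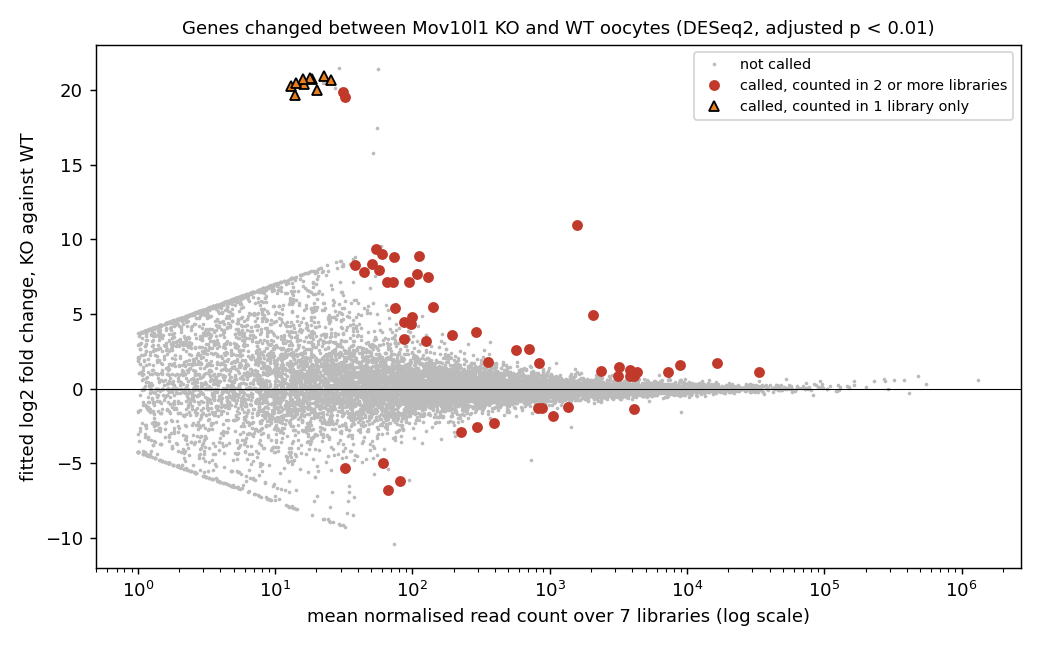
Fitted log2 fold change of each gene between KO (n = 3) and WT (n = 2) oocytes against its mean normalised read count over 7 libraries (log scale); points are genes, and the 63 called genes are coloured. The 10 called genes with at least 10 normalised counts in 1 library only (triangles) have very large fitted fold changes, which are not bounds, at low mean counts.

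Kif2a (ENSMAUG00000000851) was abundant and raised in KO. The study singled it out from genes that it found raised in these same libraries. Its calls here are therefore not independent of that choice. Its normalised read counts were 9124 and 6992 in WT, 6689 and 13235 in HET, and 26645, 26773 and 26998 in KO. The means were 8058 ± 1508 (SD, n = 2) in WT, 9962 ± 4629 (SD, n = 2) in HET and 26805 ± 179 (SD, n = 3) in KO. The KO mean was 3.33 times the WT mean. The log2 fold change was 1.73 against WT (SE 0.274, DESeq2 adjusted p 5.26e-07) and 1.43 against HET (SE 0.274, DESeq2 adjusted p 0.000189). HET and WT differed by less than the spread between replicates. When WT and KO alone were fitted, the log2 fold change of Kif2a was 1.74 (DESeq2 adjusted p 2.91e-25). The size of the change was thus kept, while its p-value depended strongly on the libraries that set the dispersion. By edgeR, Kif2a did not pass the threshold against WT when all genes kept by its filter were tested (adjusted p 0.0411). It passed against WT among genes with a mean of at least 100, an alternative added after seeing the data (adjusted p 0.00918), and it passed against WT and HET together (adjusted p 0.00838).

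Piwil3, which encodes an oocyte PIWI protein, had normalised read counts of 2507 ± 526 (SD, n = 2) in WT, 2712 ± 164 (SD, n = 2) in HET and 3645 ± 427 (SD, n = 3) in KO. Its log2 fold change in KO against WT, 0.54 (SE 0.225), was not called (DESeq2 adjusted p 0.353), although all 3 KO libraries were above the 4 others. Tex101 was at or under 61.1 normalised counts in every library and was not called.

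The gene raised with the smallest adjusted p was ENSMAUG00000020766. It was undetected in WT, with 2.3 and 0.80 normalised counts, and had 1386 and 934 in HET and 2732, 2637 and 3416 in KO. The KO mean was at least 841-fold higher than the WT limit of detection (DESeq2 adjusted p 1.76e-31), and the HET mean at least 333-fold higher (DESeq2 adjusted p 3.41e-23). KO exceeded HET by 1.34 on the log2 scale (SE 0.289, DESeq2 adjusted p 0.0025). This was the gene called by edgeR in KO against WT and also in HET against WT. ENSMAUG00000004779 rose by 3.77 on the log2 scale in KO against WT (SE 0.470, DESeq2 adjusted p 5.93e-12), from 34 ± 11.9 (SD, n = 2) to 469 ± 80.5 (SD, n = 3) normalised counts. HET had 276 ± 31.8 (SD, n = 2) and was also raised against WT (DESeq2 adjusted p 1.45e-05), while KO and HET were not distinguished (DESeq2 adjusted p 0.817). By edgeR it was not called in KO against WT (adjusted p 0.116).

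Among lowered genes, ENSMAUG00000008224 had 209 and 248 normalised counts in WT, 85.7 and 18.1 in HET, and 0, 5.1 and 4.1 in KO (log2 fold change −6.18, SE 1.127, DESeq2 adjusted p 3.45e-05). ENSMAUG00000017311 had 179 and 165 in WT, 35.1 and 34.4 in HET, and 2.3, 9.4 and 4.1 in KO (log2 fold change −5.003, SE 0.954, DESeq2 adjusted p 0.00011). Both were called between KO and the WT and HET libraries together (DESeq2 adjusted p 0.000475 and 0.00361), and neither between KO and HET or between HET and WT. With age as a covariate the adjusted p values by DESeq2 were 0.0289 and 0.0547, and by edgeR they were 0.399 and 0.465, so that neither gene was called in those fits.

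**Figure D2:**
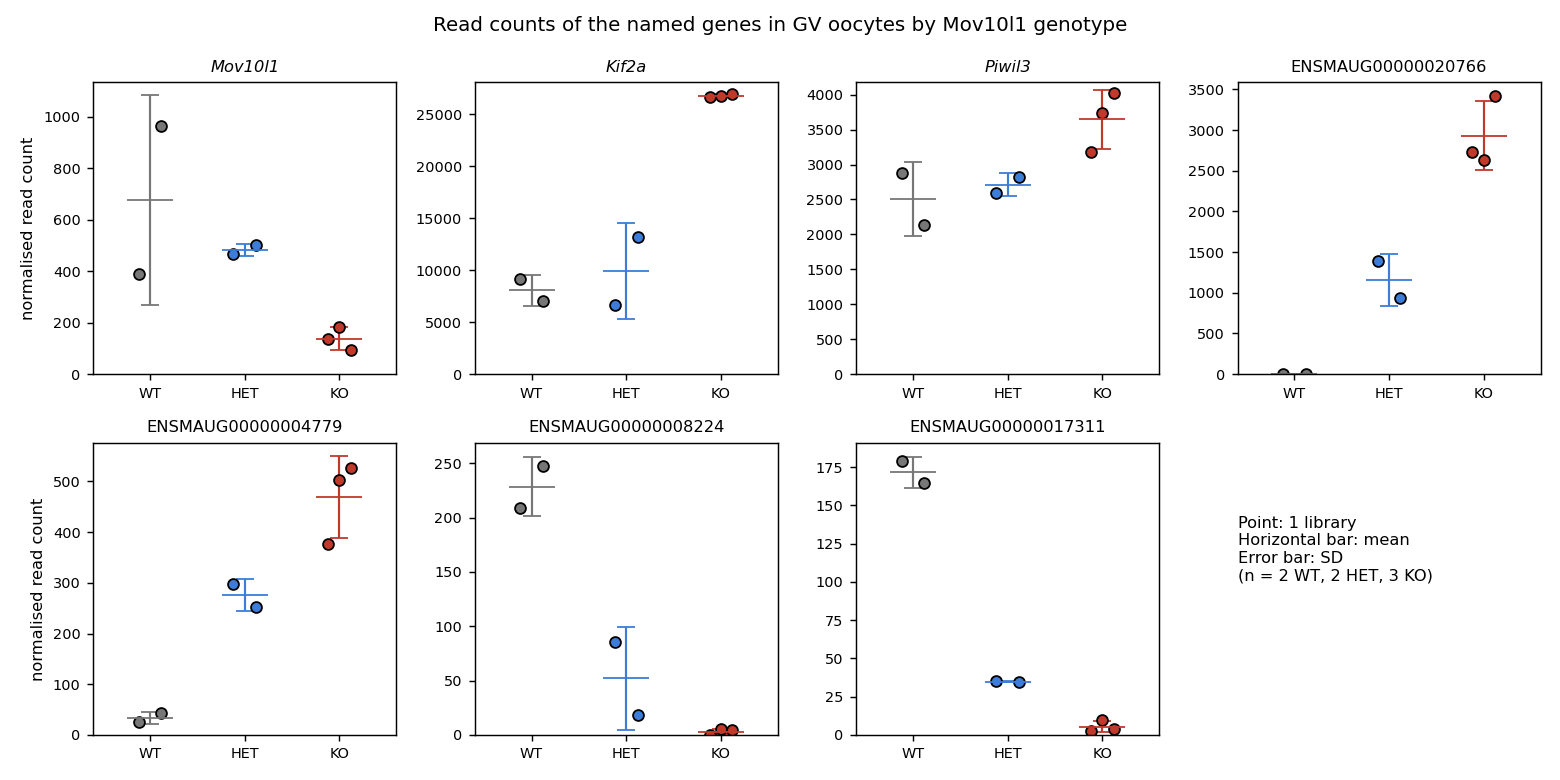
Normalised read counts of 7 named genes in WT (n = 2), HET (n = 2) and KO (n = 3) oocytes; each point is a library, horizontal bars are means and error bars are SD. Kif2a lies at 26645 to 26998 in KO, above all other libraries, and ENSMAUG00000020766 is near 0 in both WT libraries.

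Between KO and HET oocytes, a comparison of sterile with fertile animals that both carry the mutant allele, 35 of 14954 genes tested were called by DESeq2 (30 raised, 5 lowered). In 25 of them (71.4%) all KO libraries lay on the same side of both HET libraries, compared with 77.5% of the genes called in simulations without changed genes. Counts of at least 10 were found in 1 library only for 8 genes. Simulations without changed genes gave at most 24 calls. edgeR called 2 genes, with 582 genes (5.19%) at an unadjusted p under 0.05. Calls fell to 17 without KO 1 (13 raised, 4 lowered) and 11 without KO 2 (5 raised, 6 lowered). Without KO 3 they fell to 14 (8 raised, 6 lowered). Of these calls, 9, 4 and 8, in that order, were among the 35. The comparison shared 14 called genes with KO against WT, all changed in the same direction, but 7 of the 14 were counted in 1 library only. Both comparisons use the same KO libraries, and the simulations gave a median of 3.5 and at most 6 shared genes, all 67 of them over the 20 simulations in the same direction. No excess of genes counted in 1 library only was built into the simulations. The 7 such genes therefore weigh little against this limit.

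Between the fertile genotypes, HET and WT, 50 of 11275 genes tested were called by DESeq2 (35 raised, 15 lowered), against at most 18 in simulations without changed genes. All HET libraries lay on the same side of all WT libraries in 44 (88%), compared with 82.1% of the genes called in those simulations. The mean was under 100 normalised counts in 29 (58%), and at least 1000 in 5. edgeR called 1 gene, with 661 (5.89%) at an unadjusted p under 0.05. The ratio to the number called between KO and WT depended on the genes and the fit. In the common fit it was 50 against 63, but with a mean of at least 1000 it was 5 against 16, and when only the libraries of both genotypes were fitted it was 30 against 99. The comparisons also differ in power, with 3 KO and 2 WT libraries in 1 and 2 HET and 2 WT libraries in the other. Whether the numbers of called genes differ was not tested.

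When KO was compared with WT and HET together, 36 of 10404 genes tested were called by DESeq2 (17 raised, 19 lowered). All 3 KO libraries lay on the same side of all 4 others in the 36 genes, compared with 94.9% of the genes called in simulations without changed genes. None was counted in 1 library only. Cook's filter gave no p-value to 503 genes here, against 26 in each other comparison. The absence of genes counted in 1 library may therefore come from the filter. Of these genes, 18 had a mean of at least 1000, with 11 raised and 7 lowered. Simulations without changed genes gave at most 21 calls, but a split that mixes the genotypes (WT 1, HET 3 and KO 1) gave 34. Groupings other than genotype can thus exceed the simulated limit. No such splits were counted for the other comparisons. edgeR called 4 genes, all raised, with 616 genes (5.49%) at an unadjusted p under 0.05. Without KO 1, 23 genes were called, without KO 3, 19, and without HET 3, 59. Of the 63 genes called against WT, 21 were also called here, with at most 7 in simulations without changed genes.

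**Figure D3:**
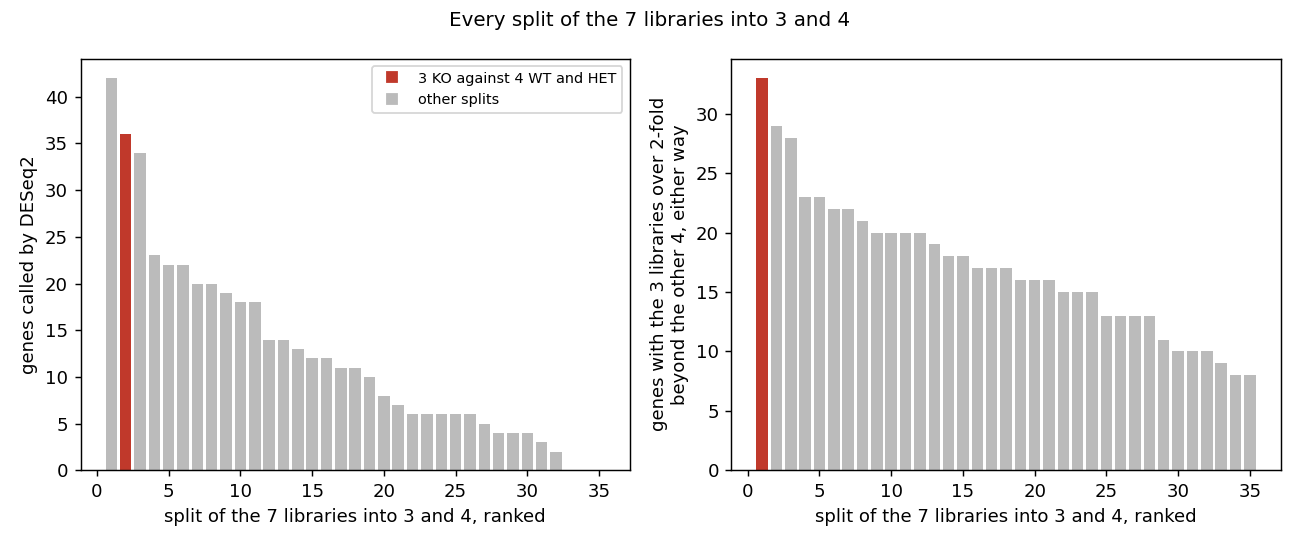
Number of genes called by DESeq2 (left) and number of genes with the 3 libraries over 2-fold beyond the other 4 (right) in each of the 35 splits of the 7 libraries into 3 and 4, in ranked order; bars are splits, and the split into KO and the others is coloured. It gave 36 called genes, below another split with 42, and 33 genes over 2-fold apart, above the next split with 29.

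The same 6 genes were called by DESeq2 in all 3 comparisons that involve KO and had every KO library beyond every WT and HET library, a criterion chosen after the values were seen. All 6 were raised in KO, by 0.87 to 4.95 on the log2 scale against WT, and the lowest mean among them was 355 normalised counts. Kif2a was among them. Simulations without changed genes gave a median of 1 and at most 4 such genes. A split that mixes the genotypes exceeded the simulated number of calls, so that this limit may be too low as well.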

Values the study reported

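The study reported 57 genes with altered expression in fully grown Mov10l1 mutant oocytes. Its plot of these changes is described as one of protein-coding genes, and it does not state whether HET libraries entered the fit. No filter for protein-coding genes was applied here, so that the numbers are not directly comparable.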

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

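The filters on genes with a mean of at least 100 normalised counts were chosen after seeing the data, and the other alternatives before. The directions of Mov10l1 and of the other named genes except Tex101, for which no alternatives were run, were kept under every alternative that was run. The counts of called genes were less stable. TMM scaling, rounding down and a 2-fold minimum kept each of the 4 counts within 1.5 times its value.

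For KO against WT (63 genes), edgeR called 1, a filter of at least 10 counts in at least 3 libraries left 37, age as a covariate gave 32, an adjusted p under 0.05 gave 134 and a fit of the 2 genotypes alone gave 99. With a mean of at least 100, DESeq2 called 21 and edgeR 4. Fits that each left out 1 library gave 20 (without KO 1) to 96 (without HET 2). Of the 20 genes called without KO 1, 18 were among the 63. Without KO 2, 25 of 32 were, and without KO 3, 22 of 35. Of the 32 called with age as a covariate, 8 were among the 63. The cause was not tested. WT 2 is much younger than the other animals, so that the age term rests largely on it.

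For KO against HET (35 genes), the corresponding counts were 2 by edgeR, 14 with the low-count filter, 12 with age, 53 at an adjusted p under 0.05, 54 with the 2 genotypes alone, and 12 by DESeq2 and 2 by edgeR with a mean of at least 100. Leaving out 1 library gave 11 (without KO 2) to 49 (without WT 1). For HET against WT (50 genes), they were 1, 27, 33, 113, 30, 7 and 1, and leaving out a KO library gave 34 to 45. For KO against WT and HET together (36 genes), edgeR called 4, the low-count filter left 19, age gave 19, an adjusted p under 0.05 gave 91, the fit without Cook's filter gave 62, and a mean of at least 100 gave 18 by DESeq2 and 4 by edgeR. Leaving out 1 library gave 19 (without KO 3) to 59 (without HET 3). The cause was not tested.

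The log2 fold change of Mov10l1 in KO against WT (−2.29) was −2.28 by edgeR (adjusted p 0.465), −1.48 with age as a covariate (0.414), and with a mean of at least 100 it was −2.28 by DESeq2 (0.0139) and −2.27 by edgeR (0.312). None of these passed the threshold. Leaving out 1 library gave −2.80 (without WT 1) to −1.49 (without WT 2), and the gene was not called without KO 1 (0.0262) or without KO 3 (0.0401). Of 98 values of the other named genes under alternatives, 90 kept their side of the threshold or moved by less than the spread, 7 lost the call and 1 moved, and none reversed. Shrinkage keeps the p-value of the unshrunken fit, so that it leaves calls as they were, but it reduced the size of the changes. Shrunken log2 fold changes, with the normal prior of DESeq2, were −1.50 for Mov10l1, 1.51 for Kif2a, 6.40 for ENSMAUG00000020766, −1.49 for ENSMAUG00000008224 and −1.70 for ENSMAUG00000017311. The value for ENSMAUG00000020766 lies below its lower bound of 841-fold. This prior thus reduced the largest changes too far, and the shrunken values are not better estimates of them.

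Replicate numbers were shared between genotypes but named different animals. Deviations from the genotype means correlated by −0.026 to 0.080 across genes in the 5 pairs of the same number, which gives no sign of pairing. With the replicate number as a block, DESeq2 called 87 genes in KO against WT (68 raised, 19 lowered). It called 147 in KO against HET (143 raised, 4 lowered) and 57 in HET against WT (25 raised, 32 lowered). For KO against WT and HET together it called 136 (121 raised, 15 lowered). In that order, 32, 14, 14 and 26 of these genes were also called without the block. With the block, the log2 fold change of Mov10l1 in KO against WT was −2.14 (DESeq2 adjusted p 0.0143).

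Leaving out a WT or HET library left a single library in that group for the comparisons that use it, and no call is given there. The planned tests of gene lists and of the scaffold carrying Mov10l1 were not run. Depth limited statements on genes near 0. The folds of ENSMAUG00000020766 over WT were given as lower bounds, whereas the log2 fold changes of the lowered genes are fitted values.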

Other observations

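The tests on counts in 1 library, on the HET position, on pairs of libraries and on KO 1 were chosen after the patterns were seen, and the splits of the libraries, the shared-control simulation and the thinning of the WT libraries before.

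The split into KO and the other libraries was compared with all 35 splits of the 7 libraries into 3 and 4. By DESeq2, 2 of the 35 splits, the real split included, gave at least 36 called genes. The other was WT 1, WT 2 and HET 2 against HET 3 and the KO libraries, with 42 genes, which also keeps both WT libraries apart from all KO libraries and so carries part of the genotype difference. The next highest number was 34, for WT 1, HET 3 and KO 1 against the others, a split that mixes the genotypes. The median of the splits other than the real one was 10.5, and simulations without changed genes gave at most 21. By edgeR, 1 of the 35 splits, the real split, gave as many as 4 called genes, and no other split gave more than 1. Among 8631 genes with a mean of at least 50 normalised counts, 33 had the KO libraries over 2-fold beyond all others, and the next split, again WT 1, HET 3 and KO 1, had 29. By the count of splits alone, the DESeq2 number was not set apart from other groupings, while the small edgeR set was. A candidate explanation is that a few abundant transcripts respond to genotype above a background of differences between animals, and the 4 edgeR genes, which include Kif2a, would be the ones to examine again.

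Reads piled up in 1 library were weighed as a source of calls between KO and WT. Of the 63 genes, 12 stayed called in each of the 3 fits that left out a KO library, compared with a median of 1 and at most 6 in 10 simulations without changed genes. Reads in a single KO library therefore do not account for all calls. In 10 genes the counts came from 1 library only, which was KO 1 for 8 of them and KO 2 for 2. KO 1 also held 76 genes with at least 50 normalised counts there and under 10 in every other library, compared with 15 to 31 in the others. Depth was not the reason, since KO 1 still had the most such genes, 59, after all libraries were thinned to the same total. Amplification of a few molecules may have produced these genes, and transcripts present in that animal alone stay open. For these 10 genes the alternatives cannot be told apart, because each rests on a single library.

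Fold changes of KO against WT and of HET against WT correlated by 0.598 across 7389 genes. Both comparisons use the same WT libraries, and unchanged groups simulated against shared controls gave 0.491 to 0.583 in 20 simulations. The excess over the simulated range was small, so that most of the correlation may come from the shared WT libraries. The comparisons shared 14 called genes, all changed in the same direction, compared with at most 8 in the simulations.

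ENSMAUG00000020766 was graded over the genotypes, with HET at 39.6% of the way from WT to KO (47.3% in HET 2 and 31.9% in HET 3). If KO RNA or reads had entered the HET libraries, other abundant genes raised in KO would have moved to a similar extent. In 12 such genes the median HET position was 18.9%, with a range of −17.5 to 74.0%, and 3 of them lay at or below the WT mean, which argues against mixing. Dosage of a sequence linked to the mutant allele is a candidate explanation. It cannot be told apart from other differences between the WT animals and the rest, because there are 2 HET animals, and gene positions were not used here.

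The same gene belonged to a wider pattern. In 20 genes both WT libraries had 3 or fewer normalised counts while the 5 other libraries had at least 10. Of the 21 possible pairs of libraries, 1, the WT pair, had as many, and the next pair, HET 2 and HET 3, had 14. Carriage of the mutant allele would not explain those 14 genes, since the KO animals carry it too. The WT pair was ranked after the pattern had been noticed, so that chance cannot be told apart from a difference of the WT animals here. After all libraries were thinned to the total of WT 1, the WT pair had 17 such genes and the next pair 13. Depth thus did not remove it, but the margin over the next pair was small. If not chance, the pattern may reflect the mutant allele or sequences linked to it, or breeding origin shared by the HET and KO animals. The libraries do not separate these, and no test of them was run. In the animal labels, WT 1 has the same prefix as the HET and KO animals, and only WT 2 has another. What the prefix stands for is not stated, so that the labels do not decide on breeding origin.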
